A study of Mus musculus with 16 samples. Its data were reported in "Targeting vasoactive intestinal peptide-mediated signaling enhances response to immune checkpoint therapy in pancreatic ductal adenocarcinoma" (2022).

How the data were processed

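T cell receptor β chains (TCRβ) were surveyed in T cells from subcutaneous KPC.Luc tumors, a luciferase-expressing mouse pancreatic ductal adenocarcinoma (PDAC) line, in female C57BL/6 mice. Per the labels, T cells were isolated magnetically from tumor cell suspensions, RNA was extracted, and sequencing of the TCRβ locus was performed by Adaptive Biotechnologies with the immunoSEQ assay. The study's text names DNA in one place and an RNA kit in another, and the deposited values carry an input mass and a cell number computed from it at 6.5 pg per cell, which is how genomic DNA is converted to cells. What molecule was amplified therefore stays unsettled, and if it was RNA a template is a transcript and not a cell.

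In immunoSEQ, a multiplex of V and J primers amplifies the third complementarity-determining region (CDR3), the part of the receptor formed by joining V, D and J gene segments, and a synthetic repertoire is used to correct for unequal amplification by the primers. The deposited values held 1 entry per unique 87-nucleotide rearrangement, with its V and J gene, its CDR3 amino acid sequence, its reading frame and its template count, a whole-number count of starting molecules estimated by the service. Per the file headers, each entry also carried the fraction of all templates and the fraction of productive templates that the rearrangement took up in its sample. The deposited sample summaries were clonality, Shannon entropy and input mass. Columns for sequencing reads were empty in all 16 samples, so no result here rests on reads. The deposited entries do not name the aligner's version or a reference build, and no coordinates are given for that reason. The 33 V gene names with productive templates were matched to gene symbols of the GRCm38.p6 annotation, and all 33 matched.

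A rearrangement was called productive if it was in frame and had no stop codon. Shannon entropy was computed in bits from the productive template counts of each nucleotide rearrangement, and it equalled the deposited entropy to within 4.82e-07 bits in the 16 samples. Clonality was 1 minus the entropy divided by the log2 number of unique productive rearrangements. The top 10 clone share was the percent of productive templates in the 10 most frequent rearrangements. Shared clones were CDR3 amino acid sequences among the 50 most frequent of at least 2 samples of a group. Overlap between samples was measured with the Morisita-Horn index over CDR3 amino acid sequences weighted by templates, which is 0 for samples with no clone in common and 1 for identical ones.

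Samples were grouped by the treatment in their labels, with 4 mice in each of 4 groups. The study compared its treatment groups with control by one-way analysis of variance and Dunnett's test, and the same comparison was made in an exact form suited to 4 mice per group. The largest absolute difference from control, divided by the pooled spread, was compared over all 10510500 distinct assignments of the 16 samples to groups. For the entropy comparisons and their interaction, 63063000 ordered assignments were used. Raw exact permutation p-values over the 70 splits of the 8 samples compared were computed beside it, for which 0.0286 is the smallest two-sided p possible. Counts of shared clones and their summed frequency were compared with those of all sets of 4 of the 16 samples, with the sharing redone in each set. Overlap within groups was compared with overlap between groups over 2627625 partitions of the samples. Benjamini-Hochberg adjusted values were computed over the 15 comparisons of the 5 repertoire measures, and over the 4 groups for shared clones and for their frequency.

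V gene usage and public clones were tested with the edgeR quasi-likelihood test on template counts, with all 16 samples in 1 fit, the library size fixed at the sample's productive templates and an adjusted p threshold of 0.05. Public clones were CDR3 amino acid sequences found in at least 4 of the 16 samples, whatever their group. V genes left unresolved by the service stayed out of the V gene test and made up at most 0.0433% of productive templates. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, matplotlib 3.10.9 for plots, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

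The scripts were tested on simulated data. Among 100 simulated sets with no group difference, the exact form of Dunnett's comparison gave a p under 0.05 in 6%, and it found a shift of 4 SD in 99%. In counts simulated at the dispersion of the real V genes, 0.394, edgeR recovered 3 of 4 V genes changed by 2 on the log2 scale among 32, with 0 false calls. In counts simulated at the dispersion of the real public clones, 2.21, it recovered 0 of 200 clones changed by 4 on the log2 scale among 2154. At a dispersion of 0.2 it recovered 134 of 200 among 2175, with 1 false call. The public clone test therefore could not detect changes of that size in these samples.

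The groups, the tests, the alternatives and the rule for naming items were fixed before the data were examined. V genes and public clones were named if they passed the threshold, at most 5 per comparison, and otherwise only the one with the smallest p in the combination group. Shared clones were named if at least 3 samples of a group shared them, and 1 most frequent clone was named per group. The alternatives were other definitions of a clone, all rearrangements in place of productive ones, drawing every sample down to 7180 templates (mean of 50 draws), leaving out clones with 1 template, another entropy estimate, other ranks and sharing limits, other overlap indices, other scalings and filters for edgeR, DESeq2, the replicate number as a block, and leaving out each sample in turn. Removal of rare rearrangements that end like an abundant one of the same sample was added after seeing the data.

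Template counts set the precision. The share held by 1 template ranged from 0.00138% to 0.0139% of productive templates across samples, and an absence in a sample allows up to 3 templates, or 0.00413% to 0.0418%. Wilson 95% confidence intervals are given for shares in single samples, and these intervals and limits cover counting error only. Samples of a group were checked for duplicates with a chi-square test of V gene counts, and the lowest chi-square per degree of freedom over the 24 pairs within groups was 57.4, so each sample was counted as a separate animal. The labels give no sequencing batch or date.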

Results

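The TCRβ repertoire of tumor-infiltrating T cells was profiled in mice bearing subcutaneous KPC.Luc tumors to ask whether blocking the receptors of vasoactive intestinal peptide (VIP-R), alone or with a checkpoint antibody, changes the diversity of the T cells in the tumor or the frequency of specific clones. Mice were treated with ANT008, a peptide VIP-R antagonist, or a scrambled peptide at 10 µg every day, and with anti-PD-1 antibody or isotype IgG at 200 µg every 3 days, for 10 days. The 4 groups cross the 2 agents: neither agent (control), ANT008 with IgG, anti-PD-1 with the scrambled peptide, and both (combination). Each group had 4 mice and each mouse gave 1 sample.

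Total templates per sample ranged from 11317 to 99411. Productive templates ranged from 7180 in anti-PD-1 replicate 4 to 72588 in anti-PD-1 replicate 3, with a median of 32564, and came from 2526 to 13939 unique productive rearrangements. Between 64.1% and 80.5% of the productive rearrangements of a sample were seen as a single template. Out-of-frame rearrangements made up 22.9% to 35.9% of templates. Input was nearly constant at 2658 to 2672.64 ng per sample, while productive templates amounted to 1.75% to 17.7% of the cells estimated from that input.

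Shannon entropy was compared first, as a measure of TCR diversity that rises with the number of clones and with their evenness. Entropy of productive rearrangements was 8.32 ± 1.17 bits in control mice (SD, n = 4), 9.04 ± 0.981 bits with ANT008, 9.36 ± 0.479 bits with anti-PD-1 and 10.03 ± 1.18 bits with the combination. The combination exceeded control by 1.71 bits (SE 0.702), and all 4 combination samples lay above the control mean, but only 2 of them lay above the highest control sample. By the exact permutation form of Dunnett's comparison the two-sided p was 0.0804, and over the splits of the 8 samples alone the exact permutation p was 0.143. ANT008 exceeded control by 0.713 bits (exact p 0.624) and anti-PD-1 by 1.04 bits (exact p 0.354). None of these 3 differences was distinguishable from the spread between mice at the 0.05 level. The effect of the combination departed from the sum of the single agents by -0.0455 bits (SE 0.993, exact permutation p 0.965), and its sign changed with the mouse left out, from -0.549 to 0.443 bits.

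The difference between combination and control depended on rare clones, and it moved most when clones with 1 template were left out, to 1.097 bits (exact permutation p 0.130). When every sample was drawn down to the 7180 productive templates of the smallest, mean entropy was 7.85 ± 0.963 bits in control mice and 9.28 ± 1.06 bits with the combination, a difference of 1.42 bits (exact permutation p 0.0942). Single samples also decided the call. Without control replicate 3, the control sample with the highest entropy, the difference was 2.21 bits (exact permutation p 0.0199), and without combination replicate 3, the combination sample with the lowest, it was 2.20 bits (exact permutation p 0.0235).

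**Figure D1:**
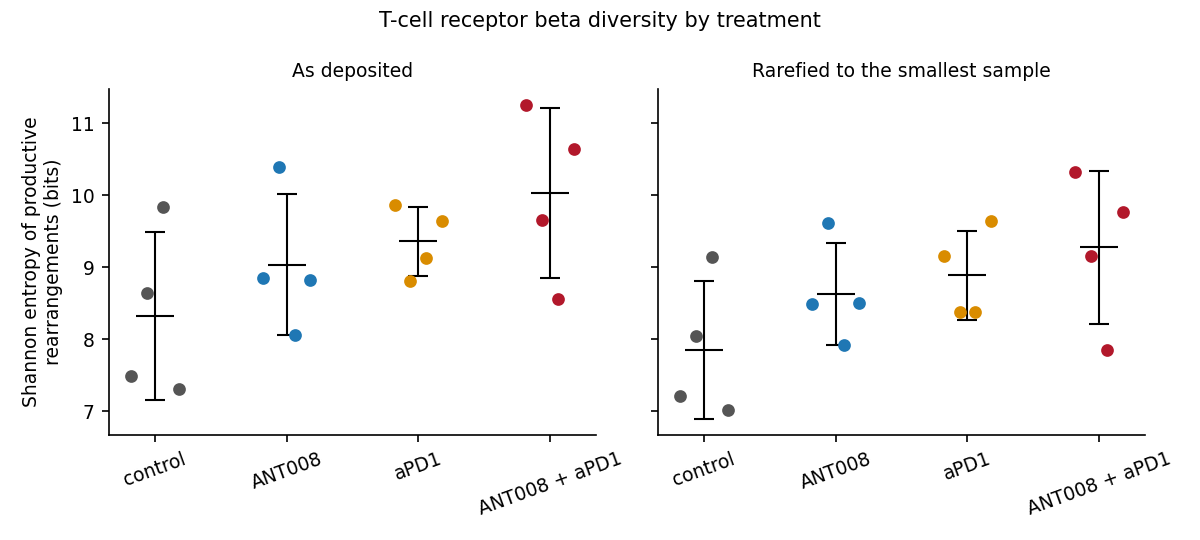
Shannon entropy of productive rearrangements in bits (vertical axis) for the 4 mice of each treatment group (horizontal axis), from all productive templates (left) and after drawing every sample down to the smallest (right). Points are mice, lines are means and bars are SD. The group means rise from 8.32 bits in control to 10.03 bits with the combination in the left panel, and the points of the groups overlap.

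The remaining measures of repertoire size and evenness did not differ from control at the 0.05 level either. Mean productive templates were 35657.5 ± 6655 in control mice, 21980 ± 8775 with ANT008, 35890 ± 27099 with anti-PD-1 and 38194 ± 14530 with the combination (SD, n = 4). On the log2 scale ANT008 differed from control by -0.77 (SE 0.58, exact permutation p 0.439), with all 4 ANT008 samples below the control mean, and the raw exact permutation p over the splits of these 8 samples was 0.0571. For anti-PD-1 and the combination the log2 differences were -0.38 (exact p 0.868) and 0.05, and the first changed sign without anti-PD-1 replicate 4, to 0.26 (exact permutation p 0.874). Unique productive rearrangements averaged 6734 ± 3225 in control mice and 11168 ± 3045 with the combination, a log2 difference of 0.81 (SE 0.57, exact permutation p 0.376) that was 0.68 at equal depth (exact permutation p 0.0677). For ANT008 and anti-PD-1 the log2 differences were -0.32 (exact p 0.893) and 0.13 (exact p 0.991). The direction for ANT008 changed at equal depth, to 0.31 (exact permutation p 0.540), and the direction for anti-PD-1 changed without anti-PD-1 replicate 3, to -0.22 (exact permutation p 0.963).

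Clonality was 0.341 ± 0.0572 in control mice and lower in each treated group, by -0.0759 with ANT008 (exact p 0.293), -0.0815 with anti-PD-1 (exact p 0.246) and -0.0894 with the combination (SE 0.0470 for each, exact permutation p 0.191). The 10 most frequent rearrangements held 39.9% ± 8.38 of productive templates in control mice, 33.2% ± 6.81 with ANT008, 28.5% ± 6.46 with anti-PD-1 and 28.6% ± 10.2 with the combination. The differences from control were -6.69 percentage points (exact p 0.526), -11.4 points (exact p 0.167) and -11.3 points (SE 5.74 for each, exact permutation p 0.174). Without combination replicate 3, the combination differed from control in clonality by -0.129 (exact permutation p 0.0306) and in top 10 share by -16.1 points (exact permutation p 0.0271). Over the 15 comparisons of these 5 measures with control, the lowest Benjamini-Hochberg adjusted value of the exact p was 0.704. That exact p already allows for the 3 treated groups, so the adjusted value counts them again and is conservative. The lowest raw exact permutation p over the splits of 8 samples was 0.0571, for productive templates with ANT008.

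Sharing of frequent clones between mice was examined next, to ask whether the combination raised the same clones in several animals. Among the 50 most frequent CDR3 sequences of each sample, 12 were found in at least 2 combination mice, against 6 in control, 6 in ANT008 and 8 in anti-PD-1. All sets of 4 of the 16 samples gave 8.26 shared clones on average, with a range of 2 to 13. For the combination the one-sided exact permutation p was 0.0423, and the adjusted value over the 4 groups was 0.169. The other groups lay below that average, with one-sided exact permutation p-values of 0.917, 0.917 and 0.659 for control, ANT008 and anti-PD-1. The difference of 6 clones between combination and control had a two-sided exact permutation p of 0.0857.

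The count for the combination changed with the rank, with the clone definition and with the number of mice required to share a clone. It was 4 among the top 20 (mean of all sets 3.87, one-sided exact permutation p 0.608) and 18 among the top 100 (mean 17.3, p 0.431 by the same exact test). With identical nucleotides required, 3 clones were shared against a mean of 3.18 (exact permutation p 0.642). Among CDR3 sequences, 2 clones were shared by at least 3 mice in each of the 4 groups. At equal depth the combination shared 11.1 clones among the top 50 (exact permutation p 0.0456). Over clones of any rank, without equal depth, it shared 2602 (exact permutation p 0.0335). That count can rise with the number of unique rearrangements, which averaged 11168 with the combination and 6734 in control mice. Its difference from control had a two-sided exact permutation p of 0.114. Without combination replicate 1 the count was 4, fewer than the average set of 3 samples.

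**Figure D2:**
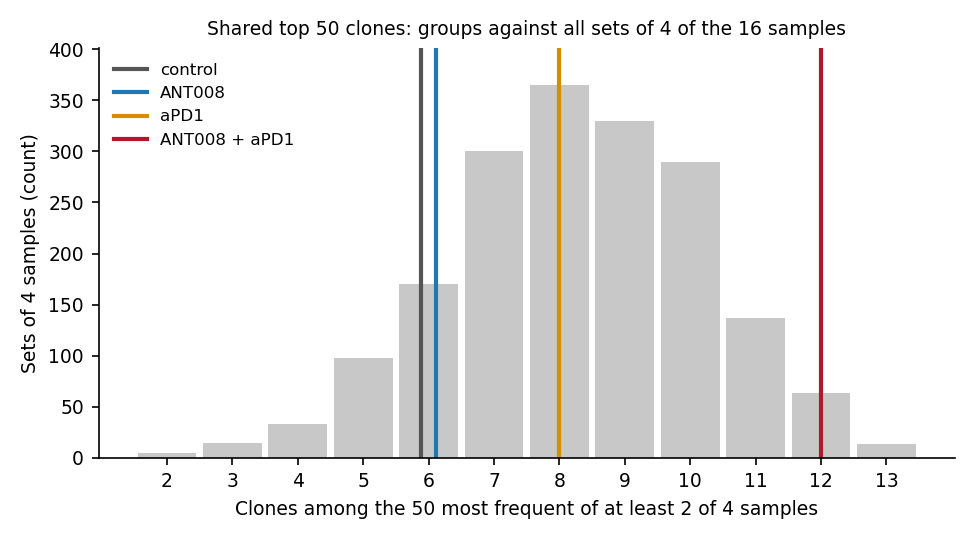
Number of sets of 4 of the 16 samples (vertical axis) that share a given number of clones among the 50 most frequent of at least 2 samples (horizontal axis), with colored lines for the 4 treatment groups. Control and ANT008 (6 each, drawn side by side) and anti-PD-1 (8) lie at or below the average of 8.26, and the combination (12) lies near the upper end of the range of 2 to 13.

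The share of the repertoire taken up by these shared clones did not separate the groups. Their summed frequency was 7.32% ± 4.04 of productive templates in control mice, 4.12% ± 2.35 with ANT008, 7.12% ± 4.15 with anti-PD-1 and 6.94% ± 4.52 with the combination (SD, n = 4). Against all sets of 4 samples, which averaged 7.46%, the two-sided exact permutation p-values were 0.908, 0.1802, 0.971 and 0.970, and the lowest adjusted value over the 4 groups was 0.721. With sharing redone among the 3 mice left, the summed frequency was 3.93% without control replicate 2, 2.24% without ANT008 replicate 4, 3.11% without anti-PD-1 replicate 2 and 3.23% without combination replicate 4.

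The clones shared by at least 3 mice of a group were few and were found in all groups. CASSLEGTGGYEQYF, encoded with TCRBV16-01 and TCRBJ02-07 in 99.8% of its templates, was present in 15 of 16 samples and among the top 50 of 13. It took up 2.84% ± 4.23 of productive templates in control mice, 1.49% ± 1.93 with ANT008, 1.04% ± 0.573 with anti-PD-1 and 0.7095% ± 0.890 with the combination (SD, n = 4). The control mean was 0.744% without control replicate 1, the ANT008 mean was 0.548% without ANT008 replicate 4, and the combination mean was 0.277% without combination replicate 1. The clone was made by 41 different nucleotide rearrangements over the 16 samples. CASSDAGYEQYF, with TCRBV13-03 and TCRBJ02-07, was among the top 50 of all 4 combination mice, of 3 ANT008 mice, of 2 control mice and of 1 anti-PD-1 mouse. Its share was 2.26% ± 2.57 with the combination, 1.68% ± 2.53 in control mice, 1.11% ± 0.960 with ANT008 and 0.488% ± 0.893 with anti-PD-1. The means were 1.00% without combination replicate 4, 0.440% without control replicate 4, 0.700% without ANT008 replicate 2 and 0.0422% without anti-PD-1 replicate 1.

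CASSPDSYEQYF was among the top 50 of all 4 anti-PD-1 mice at 1.63% ± 1.01. Its share was 0.297% ± 0.523 in control mice, 0.686% ± 0.944 with ANT008 and 0.256% ± 0.226 with the combination. It was among the top 50 of 1 control, 2 ANT008 and 2 combination mice. ANT008 replicate 1 held 2.07%, and the ANT008 mean was 0.223% without that mouse. The control mean was 0.0353% without control replicate 4. TCRBV29-01 with TCRBJ02-07 accounted for 73.5% of its templates, so the same CDR3 also came from other V genes. In combination replicate 4, 172 of its 176 templates carried TCRBV14-01. Limited to TCRBV29-01, the family of this clone (CDR3s equal or 1 residue apart) averaged 1.42% ± 1.01 with anti-PD-1. That family averaged 0.274% ± 0.503 in control mice, 0.664% ± 0.972 with ANT008 and 0.0309% ± 0.0246 with the combination. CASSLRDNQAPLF, with TCRBV03-01 and TCRBJ01-05, was among the top 50 of 3 control mice at 0.786% ± 0.578. It took up 1.46% ± 2.91 with ANT008, 2.21% ± 2.83 with anti-PD-1 and 1.24% ± 2.24 with the combination. The highest shares were 5.83% in ANT008 replicate 1, 5.92% in anti-PD-1 replicate 3 and 4.59% in combination replicate 4. Without these mice the means of their groups were 0.00101%, 0.978% and 0.117%. For each of these 4 clones the SD of at least 1 group was larger than its mean, and their differences between groups were not tested singly.

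**Figure D3:**
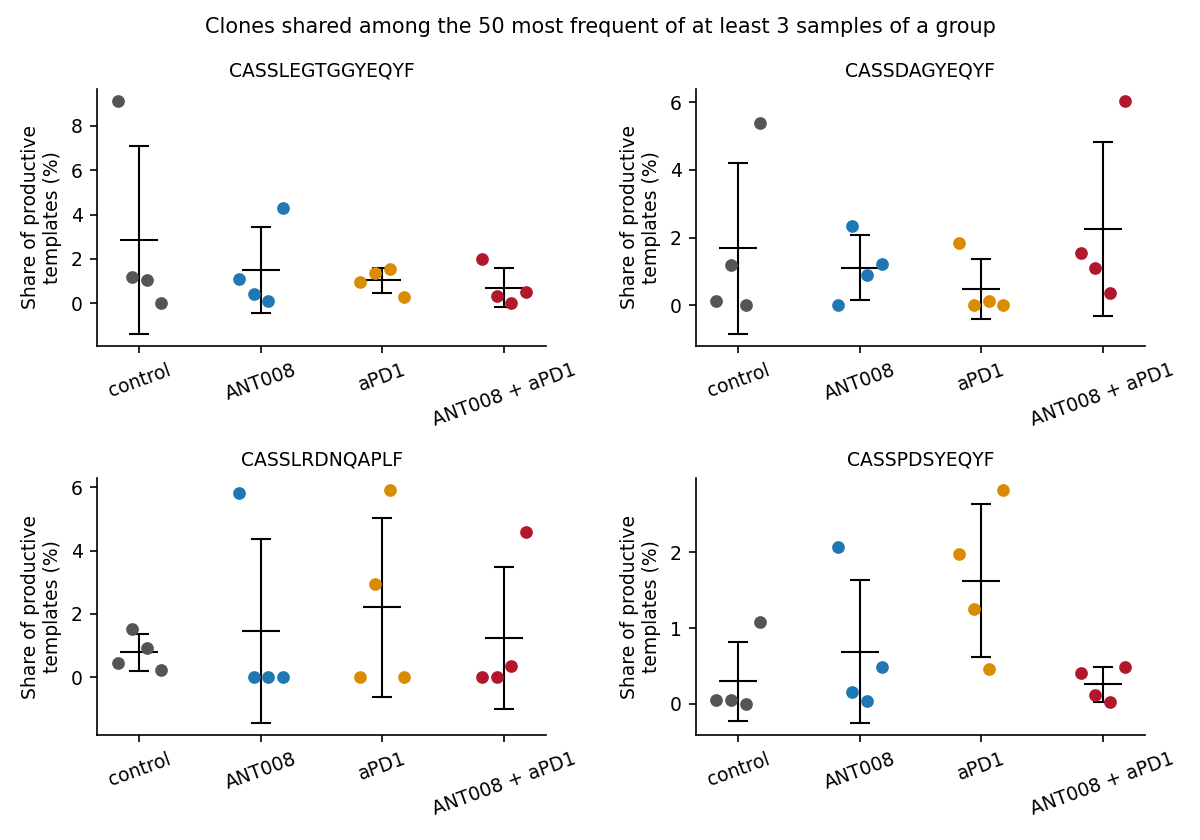
Percent of productive templates (vertical axes, scaled separately) taken by the 4 clones shared among the 50 most frequent of at least 3 mice of a group, for the 4 mice of each treatment group (horizontal axes). Points are mice, lines are means and bars are SD, which run below 0 where the SD exceeds the mean. Single mice such as control replicate 1, at 9.14% for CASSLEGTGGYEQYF, set many of the means.

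The single most frequent clone differed between the groups. Control replicate 2 carried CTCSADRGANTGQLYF (TCRBV01-01, TCRBJ02-02) at 18.2% of productive templates (Wilson 95% confidence interval 17.8% to 18.6%), ANT008 replicate 3 carried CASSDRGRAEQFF (TCRBV13-01, TCRBJ02-01) at 13.8% (13.2% to 14.4%), anti-PD-1 replicate 1 carried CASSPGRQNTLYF (TCRBV14-01, TCRBJ02-04) at 17.5% (17.1% to 17.9%), and combination replicate 3 carried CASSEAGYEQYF (TCRBV13-03, TCRBJ02-07) at 18.01% (17.7% to 18.3%). The same nucleotide rearrangement was found in 1 other sample in each case. These intervals do not include the variation between mice, which was not replicated for a single clone.

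Mice given the same treatment did not share more of their repertoires than mice given different treatments. The Morisita-Horn index averaged 0.0298 over the 24 pairs within groups and 0.0415 over the 96 pairs between groups, a difference of -0.0117 (one-sided exact permutation p 0.906). The highest index within a group was 0.137 and the highest between groups was 0.283, for ANT008 replicate 4 and anti-PD-1 replicate 2. With the Jaccard index, which ignores clone size, the difference changed sign, to 0.000487 (exact permutation p 0.241).

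V gene usage was then tested to ask whether treatment shifted broad parts of the repertoire. Of 33 V genes, 1 passed an edgeR adjusted p of 0.05 between ANT008 and control, 0 between anti-PD-1 and control (4 at an unadjusted p under 0.05) and 1 between the combination and control. TCRBV24-01 (gene symbol Trbv24) took up 0.698% ± 0.233 of productive templates in control mice and 4.67% ± 4.13 with ANT008 (SD, n = 4), a log2 fold change of 2.74 (SE 0.60, edgeR adjusted p 0.000974). The rise came from 2 of the 4 ANT008 mice, at 8.29% and 8.19%, in which 1 clone made up 90.4% and 61.4% of the TCRBV24-01 templates. TCRBV14-01 (gene symbol Trbv14) took up 8.59% ± 6.72 in control mice and 2.10% ± 0.543 with the combination, a log2 fold change of -2.03 (SE 0.59, edgeR adjusted p 0.0353). Control replicates 1 and 4 held 15.9% and 12.6% of their templates in this gene, and control replicate 3 held 1.72%, within the range of the combination mice.

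Other groupings of the same mice gave V gene calls as well. Of the 35 splits of the 8 samples, the real one included, 15 gave at least 1 V gene for ANT008 against control and 23 gave at least 1 for the combination against control. The smallest edgeR adjusted p was as low as the real one in 6 and 20 of the 35, a comparison chosen after seeing the data. The non-productive rearrangements moved the count for the combination most. They encode no receptor, but their templates can rise with the productive rearrangement of the same cell. The leading out-of-frame rearrangement held 7776 templates in control replicate 2 and 4538 in combination replicate 3. Non-productive templates are therefore not a baseline free of clonal expansion. The non-productive set gave 1, 0 and 4 V genes for ANT008, anti-PD-1 and the combination, none of them among the 2 above. In it TCRBV14-01 changed direction (log2 fold change 0.31, edgeR adjusted p 0.712). DESeq2 gave 0 V genes in each comparison, with 1, 0 and 1 at an unadjusted p under 0.05 for ANT008, anti-PD-1 and the combination. Counting unique rearrangements in place of templates also gave 0 in each, with 2, 2 and 1 at an unadjusted p under 0.05, and log2 fold changes of 0.23 for TCRBV24-01 (edgeR adjusted p 0.410) and -0.27 for TCRBV14-01 (edgeR adjusted p 0.176). For anti-PD-1, 9 of the 16 fits that left out 1 sample called 2 V genes, TCRBV10-01 and TCRBV24-01, both higher, and for the combination 7 called TCRBV22-01, also higher. These were named after their values were seen. The matched annotation labels TCRBV10-01 and TCRBV22-01 as pseudogenes, a label it also gives to TCRBV29-01. Both held small shares that varied widely between mice. TCRBV10-01 took up 0.0191% ± 0.0163 in control mice and 0.177% ± 0.326 with anti-PD-1. TCRBV22-01 took up 0.0793% ± 0.0392 in control mice and 0.510% ± 0.927 with the combination. The TCRBV14-01 call was lost without control replicate 1, where the log2 fold change was -1.56 (edgeR adjusted p 0.179), and without 3 other single samples, and the TCRBV24-01 call was lost without control replicate 4 (edgeR adjusted p 0.0530).

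**Figure D4:**
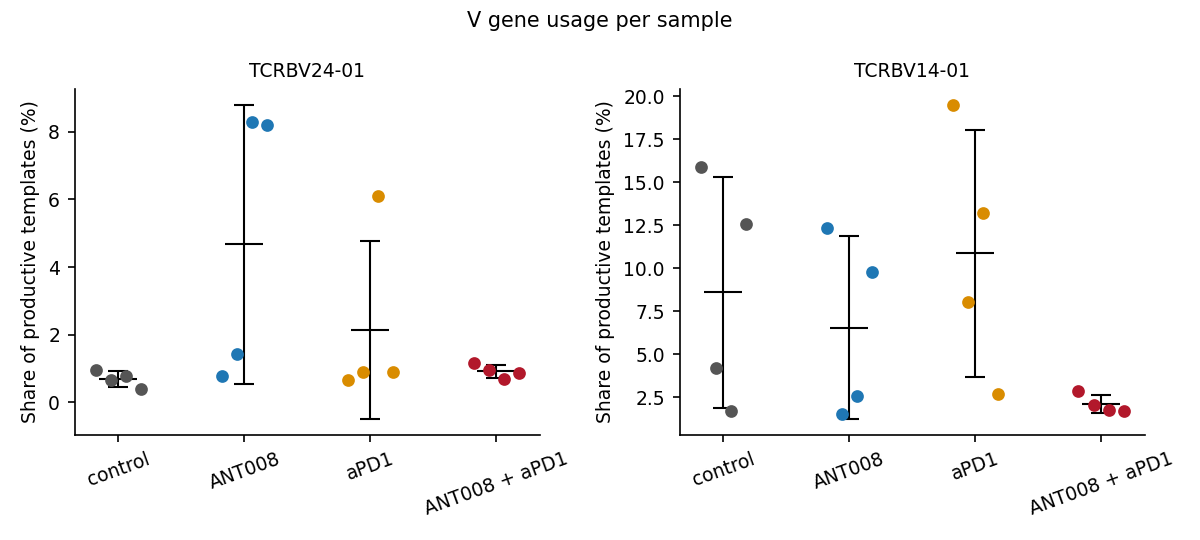
Percent of productive templates (vertical axes, scaled separately) with TCRBV24-01 (left) or TCRBV14-01 (right), for the 4 mice of each treatment group (horizontal axes). Points are mice, lines are means and bars are SD. For TCRBV24-01, 2 ANT008 mice and anti-PD-1 replicate 3 stand above 6%, and for TCRBV14-01 the 4 combination mice lie between 1.71% and 2.88%.

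Public clones were tested for a change in the frequency of single clones. Of 92981 CDR3 sequences, 2188 were found in at least 4 of the 16 samples, and they took up 14.2% to 38.1% of productive templates. With edgeR, 0 of the 2188 passed an adjusted p of 0.05 in any of the 3 comparisons, and 254, 253 and 322 had an unadjusted p under 0.05 for ANT008, anti-PD-1 and the combination. The median over the 35 splits of the same samples was 260, 249 and 272, and 21, 14 and 4 splits reached the real number. Simulated changes of 4 on the log2 scale were not recovered by edgeR at the dispersion of these clones. With 4 mice per group this test could therefore not detect changes of this size at that dispersion. The alternative that moved these counts most was DESeq2, with 0, 3 and 1 public clones. The clone with the smallest p for the combination was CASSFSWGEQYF (edgeR adjusted p 0.307). It took up 3.63% ± 7.22 of productive templates in control mice, where 3 of 4 samples had it, and 0 templates were found in the combination mice, which allows 0.00865% per sample on average, at least 419-fold lower. The absence was not particular to the combination, as 0 templates were found in the anti-PD-1 mice as well and in 3 of 4 ANT008 mice. Without control replicate 1, which held 14.5%, the control mean was 0.0209%, and the bound was 2.42-fold.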

Values the study reported

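In its text, the study counted TCRβ clones that recurred in 2 or more samples when the top 50 clones by frequency were considered. It gave 12 such clones for mice that received ANT008 with anti-PD-1, 8 for scrambled peptide with anti-PD-1, 6 for ANT008 with isotype IgG and 6 for scrambled peptide with isotype IgG, with n = 4 mice in the combination and control arms.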

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

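All tests in this part were chosen after the results were seen. In each group, the highest and the lowest sample were compared with the nearest of the other 3, and a sample was singled out if its gap, divided by the group's range, exceeded the 95% critical value of Dixon's test. Of 41 measures tested, 4 gave such a sample, and about 2.05 would by chance. None of the samples concerned was left out of the comparisons. No biological explanation was tested for any of them, since the labels give no difference between mice of a group.

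Combination replicate 2 had 6640 unique productive rearrangements (12.70 on the log2 scale), far below the 12336 to 13238 of the other 3 combination mice. It also had the fewest productive templates of its group, 24525. When all samples were drawn to equal depth, its gap to the nearest sample was 0.274 of the range, and combination replicate 3 became the lowest with 2176 rearrangements against 2606. Template depth is a candidate explanation for the low count.

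Anti-PD-1 replicate 3 had 6.10% of its productive templates in TCRBV24-01, far above the other 3 anti-PD-1 mice. Of 4425 templates, 3827 (86.5%) belonged to 1 rearrangement encoding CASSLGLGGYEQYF. Without it 0.824% of the templates would be left in this V gene, close to the other mice of the group. The value is consistent with the expansion of a single rearrangement, and whether the expansion arose in the tumor or in amplification was not tested.

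Control replicate 1 had 14.5% of its productive templates in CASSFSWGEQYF, the clone with the smallest p for the combination. Of 3759 templates, 3730 (99.2%) belonged to 1 rearrangement, and 0.112% of the sample would be left without it. Expansion of a single rearrangement in 1 mouse is a candidate explanation, and it sets the control mean of this clone.

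The same mouse had 9.14% of its productive templates in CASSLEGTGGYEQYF, against 1.18% in the next control mouse. Here 1754 of 2376 templates belonged to the leading rearrangement, but 389 and 223 belonged to the next ones, and without the leading one 2.39% of the sample would be left, still above the other controls. The gap to the nearest control would then be 0.507 of the range, and the sample would no longer stand apart. Expansion of a single rearrangement is a candidate explanation for the gap.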

How the results depend on the processing

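The results were recomputed under the alternatives named in the methods and without each sample in turn. Among values that answer a comparison, leaving out a sample gave 347 values with the direction and the side of the threshold unchanged, 2 that lost and 5 that gained a call, 30 counts that moved by more than 1.5 times and 24 that changed direction. The other alternatives gave 176, 3, 0, 24 and 12. Each value was counted under a single heading, so the 2 and 3 lost calls leave out those whose count moved or whose direction changed. Among named clones and genes, leaving out a sample left 63 values unchanged (within 1 SD for clones) and took away 5 calls, and the other alternatives left 25 unchanged, took away 6 calls and turned 1 direction. Except where stated, the cause of a change was not tested.

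Entropy of the combination stayed above control in all cases. Over 9 alternatives the difference was 1.097 to 1.84 bits (exact permutation p 0.0620 to 0.143), and without single samples it was 1.30 bits (combination replicate 1) to 2.21 bits (control replicate 3). It passed 0.05 only without control replicate 3 or combination replicate 3. After removal of rare rearrangements ending like an abundant one, an alternative chosen after seeing the data, it was 1.72 bits (exact permutation p 0.0805), and none of the 16 results computed this way changed its call. The interaction was 0.0114 bits with the Chao-Shen estimate, -0.377 bits with all rearrangements, -0.390 bits at equal depth, -0.404 bits with clones of at least 2 templates and -0.549 to 0.443 bits without single samples. Clonality of the combination ranged from -0.129 to -0.0649 against control without single samples, and the top 10 share from -16.1 to -8.14 points; each passed 0.05 only without combination replicate 3.

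Productive templates of the combination were -0.12 below control on the log2 scale with clones of at least 2 templates, and -0.18 to 0.24 without single samples. For anti-PD-1 they were -0.86 to 0.26, since replicates 3 and 4 were the deepest and the shallowest samples. Unique rearrangements of anti-PD-1 were -0.22 to 0.60 on the log2 scale without single samples. Those of ANT008 were 0.31 at equal depth, where fewer templates can no longer lower the count.

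Counts of shared clones changed most. Among the top 20 they were 4 in control, 3 in ANT008, 3 in anti-PD-1 and 4 in the combination, a difference of 0 between combination and control. Among the top 100 they were 14, 16, 17 and 18, and over all clones 1182, 994, 1580 and 2602, a difference of 1420 (exact permutation p 0.114). With nucleotide rearrangements as clones they were 4, 3, 2 and 3, a difference of -1. With V gene, CDR3 and J gene together the combination shared 10 (exact permutation p 0.218). Clones shared by at least 3 samples numbered 2, 2, 2 and 2, a difference of 0. Ranks and limits change these counts by construction, and the place of the combination among all sets of samples changed with them, from an exact permutation p of 0.0423 to 0.608 (top 20), 0.431 (top 100) and 0.843 (at least 3 samples).

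Without single samples, sharing among 3 mice gave 2 to 5 clones in control, 2 to 6 in ANT008, 3 to 8 in anti-PD-1 and 4 to 9 in the combination. For the combination count, the unadjusted exact permutation p stayed under 0.05 without replicate 3 (9 clones, p 0.0242). It was above 0.05 without replicate 1 (4, p 0.833), replicate 2 (8, p 0.119) and replicate 4 (7, p 0.248) by the same exact test. With all 4 mice the unadjusted p was 0.0423 and the adjusted value over the groups was 0.169. The difference between combination and control, which then sets 4 mice against 3 and shifts by construction because 3 mice share fewer clones, ranged from -2 without combination replicate 1 to 10 without control replicate 2 (exact permutation p 0.0286). The summed frequency of shared clones in control was 6.17% among the top 20, above the mean of all sets in that case. Without single samples it was 3.93% to 7.57% in control, 3.11% to 8.45% in anti-PD-1 and 3.23% to 6.88% in the combination.

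Overlap within groups stayed below overlap between groups with every sample left out. It was above by 0.000487 with the Jaccard index and by 0.000250 with that index at equal depth (exact permutation p 0.208).

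V gene calls were lost with DESeq2 (0 for ANT008 and 0 for the combination) and with unique rearrangements (0 and 0). With V genes of at least 10 templates in every sample, 21 were tested and the combination had 0 (3 at an unadjusted p under 0.05), with TCRBV14-01 at an edgeR adjusted p of 0.124. Non-productive rearrangements gave 4 for the combination, 2 up and 2 down, none shared with the call above, and TCRBV14-01 was 0.31 higher there on the log2 scale. Without single samples the counts were 0 to 2 for ANT008, 0 to 2 for anti-PD-1 and 0 to 3 for the combination. Anti-PD-1 gained 2 calls in 9 of 16 such fits, TCRBV10-01 (log2 fold change 3.24 to 3.99, edgeR adjusted p 0.00939 to 0.0492) and TCRBV24-01 (1.62 to 1.92, edgeR adjusted p 0.0188 to 0.0492), which had an edgeR adjusted p of 0.115 with all samples. The combination gained TCRBV22-01 in 7 fits (2.67 to 3.06, edgeR adjusted p 0.00941 to 0.0499) and TCRBV01-01 in 2 (-1.56 and -1.38, edgeR adjusted p 0.0374 and 0.0497). ANT008 gained TCRBV01-01 in 1 (-1.98, edgeR adjusted p 0.00569). TCRBV10-01 and TCRBV22-01 are labeled pseudogenes in the annotation, and their mean share was at most 0.510% in any group. TCRBV14-01 lost its call without control replicate 1 (-1.56, edgeR adjusted p 0.179), control replicate 4 (-1.79, 0.198), ANT008 replicate 4 (-2.03, 0.0691) and combination replicate 3 (-1.96, 0.104), and TCRBV24-01 without control replicate 4 (2.55, 0.0530). Both passed with TMM scaling. For public clones, DESeq2 gave 3 for anti-PD-1 and 1 for the combination (0 for ANT008, 10 at an unadjusted p under 0.05), while edgeR gave 0 in every alternative.

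Replicate numbers were tried as a block. Over the 24 pairs of samples with the same number, V gene deviations correlated at a median of -0.0492 (range -0.396 to 0.650), and only 3 of 16 samples had the same number in the deposited data as in the labels, so the numbers were not taken to pair mice. With the block, entropy of the combination was 1.71 bits above control (exact permutation p 0.141), TCRBV24-01 was at 2.36 (edgeR adjusted p 0.00115) and TCRBV14-01 at -1.69 (edgeR adjusted p 0.0293), and no call changed.

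Weighting by reads was planned but not run, since the read columns were empty. Other clone definitions leave productive templates unchanged by construction. Equal depth sets them to 7180 in every sample, so it cannot test their difference between groups. Depth limits the rare end of each repertoire: a clone absent from anti-PD-1 replicate 4 may hold up to 0.0418% of it, and entropy at the 7180 templates of that sample was 1.42 bits apart for combination and control.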

Other observations

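Drawing samples to equal depth, counting unique rearrangements per V gene and leaving out single samples were fixed before the data were examined. The other tests in this part, their limits and the sequence motif were chosen after the results were seen. Each explanation below is a hypothesis found and tested on the same samples.

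The numbers of called V genes and public clones can be weighed against other groupings of the same mice. Of the 35 splits of the 8 samples of a comparison, 15, 35 and 23 gave at least as many V genes for ANT008, anti-PD-1 and the combination, and 35, 35 and 35 gave at least as many public clones. Where the count was 0 every split reaches it, so these rows decide nothing. At an unadjusted p under 0.05, the counts of V genes were reached by 23, 21 and 5 splits and those of public clones by 21, 14 and 4. The combination stood nearest the edge, with 5 V genes and 322 public clones, and in neither case was the share of splits under 0.05. The smallest edgeR adjusted p for V genes was as low as the real one in 6, 25 and 20 splits. The V gene calls are consistent with chance differences between mice of any grouping. In unique rearrangements the change was 0.23 for TCRBV24-01 and -0.27 for TCRBV14-01 on the log2 scale, which suggests that a few expanded clones account for much of the change in templates. No single mouse set the TCRBV24-01 call among the ANT008 mice, since it passed without ANT008 replicate 3 (log2 fold change 2.31, edgeR adjusted p 0.00675) and without ANT008 replicate 4 (2.32, edgeR adjusted p 0.0310).

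Template depth does not account for the higher entropy of the combination or its shared clones. At equal depth the entropy difference was 1.42 bits and the combination shared 11.1 clones. Carry-over between samples would place the same nucleotides in each mouse, but among the 12 clones shared by combination mice the leading nucleotide sequence was the same in only 4 of 19 pairs of mice (21.1%). Treatment stays open as an explanation for both, at the exact p-values given above.

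Clones shared between mice are likely ones that recombine easily. Of 690 distinct clones among the 50 most frequent of a sample, 55 were so in at least 2 of the 16 samples. In each sample, shared ones had fewer bases inserted at the junctions than private ones, 2.04 against 3.52 on average, with a mean difference of -1.52 that had the same sign in 16 of 16 samples (exact permutation p 3.05e-05 over sign flips). Only 64 of 302 pairs of samples with a clone in common had the same leading nucleotides for it. Ease of recombination fits the sharing between mice in general. It was not compared between groups, so whether it bears on the larger count of the combination was not tested.

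Abundant clones of different mice resembled one another more than matched rare ones did. Among the 20 most abundant rearrangements of each sample, 267 pairs from different samples had the same V gene and a CDR3 equal or 1 residue apart. Rare rearrangements matched for V gene, J gene, length and inserted bases, as far as possible (85.3% fully matched), gave 27.6 pairs on average and at most 62 in 1000 draws (permutation p 0.001, the smallest possible). The matched features alone therefore do not explain the resemblance. Ease of recombination was matched only through them, so it is not excluded. Treatment does not explain the resemblance either, since 20.6% of the related pairs were within groups, against 20% of all pairs of samples. Selection by an antigen common to these tumors or to the mice might explain it and was not tested.

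A family of TCRBV14-01 clones was absent from the combination mice. CDR3s of the form CASSFS, any residue, A or G, EQ, F or Y, F were found in 10 of the 12 other samples with 11824 templates, and in 0 of the 4 combination samples among 152778 templates, which allows 0.00196%. Template depth does not account for this. Detection differed between the combination and the other samples by Fisher's exact test (two-sided p 0.00824), but the motif was defined after this pattern was seen. The test also counts anti-PD-1 replicate 1, with 1 template (0.00311%), and control replicate 2, with 2 (0.00485%), as detected. These shares lie below the 0.00511% that an absence allows in combination replicate 3, the deepest of its group. They are also at the level where carry-over is considered below. Over 27 comparisons of 9 families with control, the lowest exact permutation p was 0.0286, reached by the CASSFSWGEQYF family for anti-PD-1 as well as for the combination, and the lowest adjusted value was 0.386. As 0.0286 is the smallest p that 4 against 4 mice can give, the adjusted value could hardly have passed 0.05, and an effect of the combination and chance among the families compared cannot be told apart. Rearrangements with the motif were more often expanded, with 7 of 51 above 100 templates against 24 of 3220 other TCRBV14-01 rearrangements (Fisher's exact p 2.90e-07), but the motif was drawn from expanded clones.

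Each sample held rare rearrangements that end like an abundant one. Of rearrangements with up to 3 templates, 2394 shared their last 30 nucleotides with one of at least 200 templates in the same sample, against 32.5 for the ends of other samples' abundant ones, a ratio of 73.6, and their own sample's count was higher in 16 of 16 samples. Convergent recombination is argued against, as it would not depend on the sample. Base errors in copies of the abundant one are argued against for the 1009 of 2376 (42.5%) that carried another V gene. In anti-PD-1 replicate 3, the end of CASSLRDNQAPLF (TCRBV03-01, 4262 templates) was found in 21 rare rearrangements with 14 V genes. Template switching in PCR is a candidate source. These rearrangements were 0.0914% to 3.57% of a sample's rearrangements and at most 0.576% of its templates. Their removal was tried only for the measures of repertoire size and evenness, where no value passed 0.05 with or without them.

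Around the 10 most abundant rearrangements of each sample there were 0 rare rearrangements at a distance of 1 base, against 5.13 around those of other samples, and 83 at 2 bases, against 14.7. A gap at 1 base beside an excess at 2 is consistent with merging of near-identical reads before counting, with errors of 2 bases left over. No biological explanation was tested.

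Rearrangements with at least 8 inserted bases are seldom made independently in different mice. Of those with at least 200 templates, 5 of 27 (18.5%) were also found in a second sample, with at most 2 templates there, against 13 of 14593 (0.0891%) of those with up to 3 templates (Fisher's exact p 1.22e-10). Carry-over between samples at the level of 1 or 2 templates is a likely source. It would add to clones counted as present in many samples, and at that level it does not place a clone among the 50 most frequent.

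Whether the libraries were made from RNA or DNA cannot be told apart from these values. Out-of-frame rearrangements had a median of 0.701 times as many templates each as productive ones (range 0.491 to 0.981 over 16 samples). Transcripts of out-of-frame rearrangements are degraded, which could lower the ratio, but expansion of productive clones and their partner alleles could place it at the same value.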
